A study of Mus musculus with 6 samples.

How the data were processed

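The samples were 6 libraries of the assay for transposase-accessible chromatin with sequencing (ATAC-seq), in which a transposase cuts open chromatin and adds sequencing adapters. Each library was made from 3 hand-dissected kidney proximal tubule segments (the S1 segment, the first part of the tubule after the glomerulus) of male C57BL/6 mice aged 7 weeks. Tissue was taken 24 h after a sham operation (Sham, 3 libraries) or after surgical removal of 1 kidney (unilateral nephrectomy, UNx, 3 libraries). Per the labels, mice were assigned to the operations, but the labels do not say whether each library came from a different mouse.

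The authors deposited 1 peak list per library in the narrowPeak format, so peaks were called separately in each library and replicates were not pooled. The peak caller, its settings, the aligner, the genome build and the filter applied to the lists are not stated in the labels. In the deposited lists each summit has a fold enrichment (a ratio over the caller's background), a −log10 p and a −log10 q, a display score that follows from the −log10 q, and the summit position. These values per summit are the authors' and were used only to describe, rank or filter peaks within a list. They grow with sequencing depth in ways that differ between lists, and the depth of the libraries is unknown, since the lists hold no read counts. No confidence interval that needs the depth is given. All intervals lay within the chromosome lengths of GRCm38, and GRCm38 was used as the genome with GENCODE release M21 (basic annotation).

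Several summits can share 1 interval. A peak was taken as 1 distinct interval with its strongest summit, on chromosomes 1 to 19, X and Y. To compare lists of different length, each list was reduced to its 77355 strongest peaks by −log10 q (ties by fold enrichment, then position), the size of the smallest list, and each peak was given a percentile rank within its own list, with values near 100 for the strongest and 0 for a region not among those peaks. Intervals of the 6 lists that overlapped by at least 1 bp were merged into 99340 regions, and a region took its best peak in each list. The 74774 regions present in at least 3 of the 6 lists were tested for a difference in percentile rank (UNx minus Sham) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust variance, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Overlaps between lists were measured with bedtools 2.31.1 as the Jaccard index in bp. Numbers of peaks, covered length and promoter shares were compared by two-sided exact permutation tests and the overlaps by a one-sided one. With 3 libraries against 3 there are 10 splits, so the smallest p these tests can give is 0.1.

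For each protein-coding gene the promoter region was the region of highest mean percentile within 1 kb of an annotated start. The 9 gene lists (208 genes) were the proximal tubule S1, proximal tubule S2 and S3, other nephron segments, non-epithelial cells, PPARA targets, SREBP targets, cell cycle, immediate early and tubule injury lists, of which 170 genes had a tested promoter region. Regions containing each of 16 consensus strings within 100 bp of the strongest summit, on either strand, formed the sets for transcription factor families. A consensus string names a family of factors, not 1 factor. Lists and consensus sets were tested with camera (preset correlation 0.01) and with fry, both in limma, with Benjamini-Hochberg adjustment over the 9 lists and over the 16 strings.

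The regions and genes named were fixed by a rule: the 5 largest rises and the 5 largest falls among regions past the threshold whose groups did not overlap, the 2 genes of smallest unadjusted p in each list, and Slc5a2, Slc34a1, Lrp2, Hnf4a, Ppara, Cyp4a10, Cyp4a14, Ccnd1, Umod, Slc12a3, Aqp2 and Havcr1. Some regions and genes that the rule selects are not reported here. Groups, tests, lists, strings, this rule and all alternatives except the GC-corrected ranks were chosen before the data were examined. The alternatives were all deposited peaks, the 20000 strongest peaks, ranking by fold enrichment, a −log10 q of at least 5, an overlap of at least 50%, fixed windows around summits as regions, a promoter window of 2.5 kb, summits with 50 bp on either side, normal scores of the ranks, no filter on the number of lists, other variance models, array weights, the replicate number as a block, a correlation estimated from the data and leaving out each library in turn. For counts of regions, the overlap of at least 50% meant a peak at least 50% as long as its region. GC-corrected ranks had each library's lowess trend of percentile on GC content removed.

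The limma step was tested on simulated ranks for the comparison of UNx with Sham over 74774 regions, drawn with the spread of the real ranks. With no changed region it called 0 regions, and 3663 had an unadjusted p under 0.05. With 200 changed regions it recovered 0% at a shift of 1 on the normal score scale, 48% at a shift of 2 and 57% at a shift of 4, with 3 false calls at a shift of 2. In a simulation of sets, camera called the 1 shifted set and 0 of 15 unshifted sets. In both simulations the regions varied independently of each other. Neither shows how often false calls arise where regions vary together. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and pysam 0.24.0.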

Results

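Chromatin accessibility was profiled in microdissected S1 proximal tubules of mice 24 h after a sham operation or after unilateral nephrectomy (UNx), to ask how chromatin accessibility changes after the loss of 1 kidney. There were 3 Sham and 3 UNx libraries, each with its own peak list. The sequencing depth of the libraries is unknown. The Sham lists held 97834, 77355 and 96970 peaks in libraries 1, 2 and 3, and the UNx lists held 93583, 100999 and 98214. The median −log10 q of the authors' peaks ran from 12.1 in Sham 2 to 26.5 in UNx 3, and the weakest peak of every list had a −log10 q of 1.3.

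The size of the lists did not separate the operations. Sham lists had 90720 ± 11582 peaks (SD, n = 3) and UNx lists 97599 ± 3746 (SD, n = 3), a difference of 6879 peaks (exact permutation test, two-sided, p = 0.5; smallest possible 0.1). This difference rested on Sham 2, the shortest list, and was 197 peaks without it. Peaks covered 41.0 ± 7.27 Mb in Sham and 47.4 ± 4.99 Mb in UNx libraries (SD, n = 3 each), a difference of 6.40 Mb that was 2.21 Mb without Sham 2 (exact permutation test on all 6 libraries, p = 0.4). Among the 77355 strongest peaks of each list, the share with a summit within 1 kb of an annotated transcription start was 23.3 ± 0.88% in Sham and 23.4 ± 0.84% in UNx libraries (SD, n = 3 each; exact permutation test, p = 1). The difference of 0.098 percentage points changed sign with the processing and was −0.785 with all deposited peaks.

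**Figure D1:**
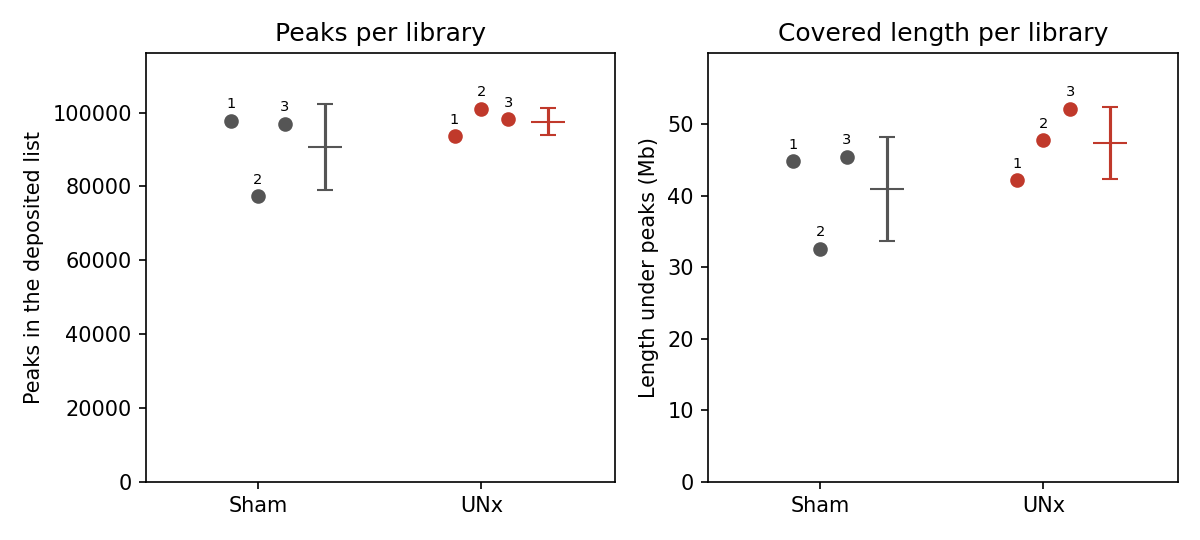
Number of peaks (left) and length of genome under peaks in Mb (right) per library; points are libraries marked with their replicate number, and bars give the group mean and SD (n = 3). The groups overlap in both panels, and Sham 2 is the lowest library with 77355 peaks.

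Lists of equal length overlapped more within the operations than between them. The Jaccard index averaged 0.702 over the 6 pairs within groups (range 0.664 to 0.756) and 0.672 over the 9 pairs between groups (range 0.595 to 0.712). The difference of 0.0308 was the largest of the 10 splits of the libraries (exact permutation test, one-sided, p = 0.1, the smallest possible). The alternative that moved it most was the 20000 strongest peaks, with 0.0460. Without UNx 3 the difference was 0.0213 and was no longer the largest (exact permutation test, p = 0.2). Pearson correlations of the percentile ranks across the tested regions, which are not independent replicates, were 0.860 to 0.916 within groups and 0.808 to 0.866 between groups.

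**Figure D2:**
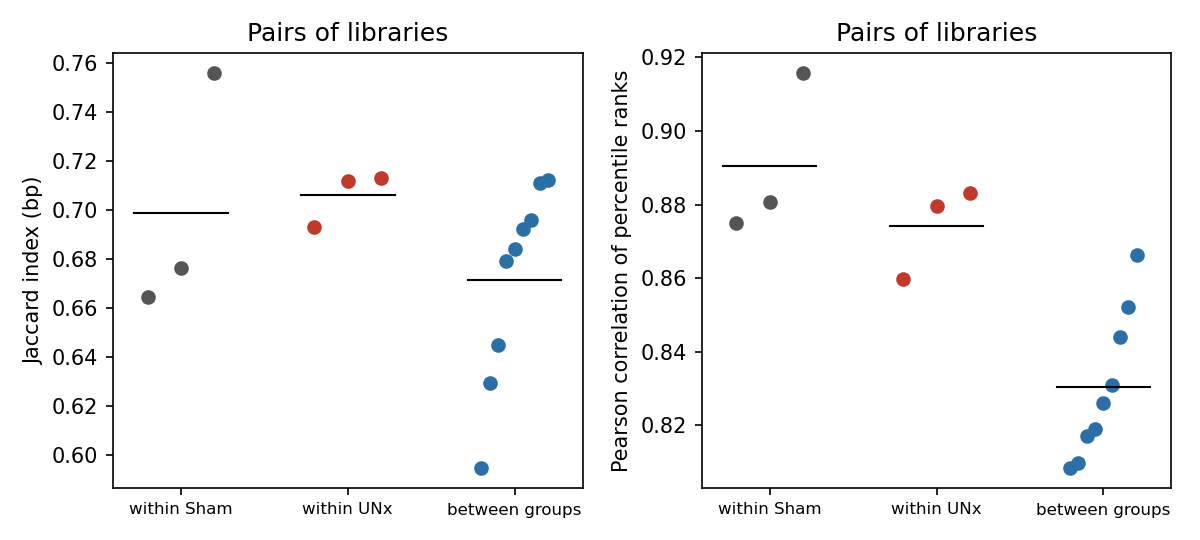
Jaccard index in bp (left) and Pearson correlation of percentile ranks (right) for every pair of libraries, by kind of pair; black lines are means. Pairs between groups average 0.672 for the Jaccard index, against 0.702 within groups, and the ranges overlap.

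Of the 99340 merged regions, 53063 (53.4%) were present in all 6 lists and 16197 in 1 list. A further 1944 regions (1.96%) were present in all 3 lists of one operation and in none of the other, 1030 of them in UNx and 914 in Sham lists. The other 9 splits of the libraries gave 457 to 1024 such regions (median 519). The division between operations moved with the processing and with the library left out. With all deposited peaks, 1570 regions were in UNx lists only and 636 in Sham lists only, and with a −log10 q of at least 5 the numbers were 1354 and 393. When peaks shorter than 50% of their region counted as absent, the numbers were 1654 and 824. Without Sham 2 they were 1499 and 2011, without UNx 1 1924 and 1329, and without UNx 2 2192 and 1580. With the 20000 strongest peaks the total was 883.

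Percentile ranks were then compared region by region. limma called 604 of the 74774 tested regions at an adjusted p under 0.05, 332 higher and 272 lower after UNx. At an unadjusted p under 0.05 there were 13894 regions (18.6%). In 17717 tested regions (23.7%) the 3 UNx values lay wholly above or below the 3 Sham values, against 10% given by chance. The number of calls moved widely with the processing. Normal scores gave 1555 calls, and ranks corrected for GC content, an alternative chosen after the data were seen, gave 1. Leaving out 1 library gave from 4 calls (without UNx 1) to 76 (without UNx 2), and the balance of rises and falls moved with it. There were 15 higher and 2 lower without Sham 1, 17 and 4 without Sham 2, and 17 and 3 without Sham 3. Without UNx 1 there were 0 and 4, without UNx 2 19 and 57, and without UNx 3 1 and 13. The groups were wholly separated in all 604 regions, which fixes their direction in 10 of the 12 alternatives fitted on the same regions, and they kept it in the 2 with GC-corrected ranks. The other 9 splits of the libraries gave 0 calls each and 1758 to 4851 regions at an unadjusted p under 0.05.

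**Figure D3:**
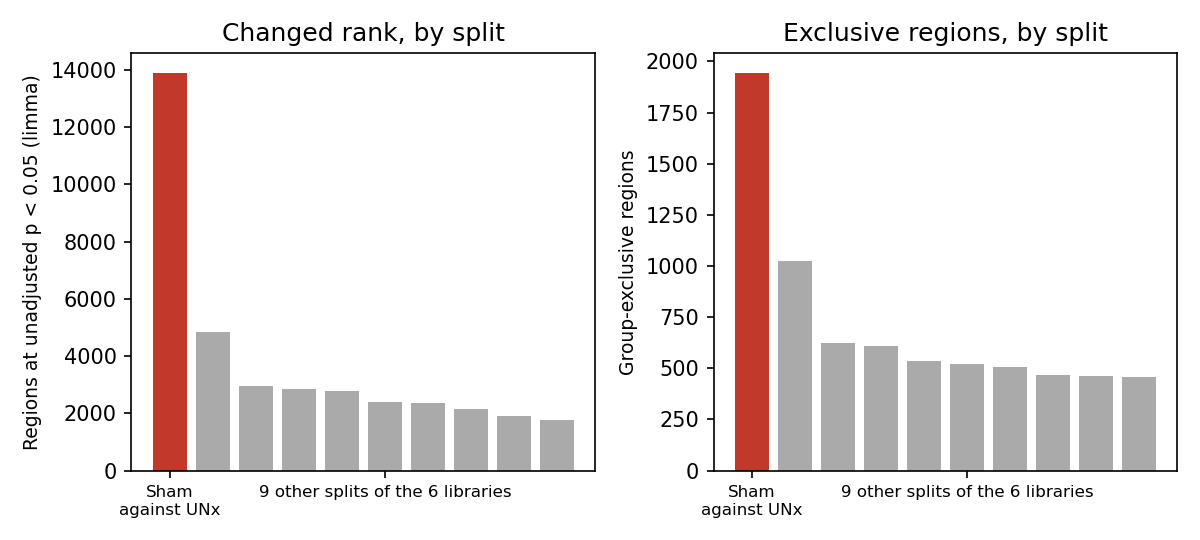
Regions at an unadjusted limma p under 0.05 (left) and group-exclusive regions (right) for the Sham against UNx split (red) and the 9 other splits of the 6 libraries (grey). The study's split gives 13894 and 1944 regions, and the highest other split gives 4851 and 1024.

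Called regions that rose after UNx had their summit within 1 kb of a start in 10.8% of cases and those that fell in 14.0%, against 22.2% of all tested regions. The median width was 857.5 bp for rises, 601 bp for falls and 634 bp for all tested regions.

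The largest rise was an intergenic region on chromosome 8 (GRCm38, 90011209 to 90012109), whose nearest annotated protein-coding start, that of Tox3, was 336524 bp away. Its percentile rank was 0.356 ± 0.617 in Sham and 69.5 ± 10.8 in UNx libraries (SD, n = 3 each; limma adjusted p = 0.0118). Next came an intergenic region on chromosome 16 (45892773 to 45893478) at 48747 bp from the start of Phldb2, with ranks of 12.9 ± 11.2 and 79.5 ± 10.5 (limma adjusted p = 0.00810). A region in an intron of Slc14a2 on chromosome 18 (78259912 to 78260493) rose from 13.1 ± 5.51 to 77.7 ± 0.846 (limma adjusted p = 0.00603). An intergenic region on chromosome 4 (136106761 to 136107420), at 36436 bp from the start of Id3, rose from 6.18 ± 10.7 to 70.7 ± 9.43 (limma adjusted p = 0.0149). A region in an intron of Vnn1 on chromosome 10 (23895436 to 23896011), 899 bp from its start, rose from 0.854 ± 1.48 to 64.3 ± 7.11 (limma adjusted p = 0.0171).

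Of the falls, 4 are reported. The largest was the promoter region of Dop1b on chromosome 16 (93711375 to 93712393), with its summit 216 bp from the annotated start. It ranked at 99.0, 99.4 and 99.5 in the Sham libraries and was in none of the 3 UNx lists, even among all deposited peaks (limma adjusted p = 9.8e-06). An intergenic region on chromosome 7 (5972217 to 5973147), at 38314 bp from the start of Vmn1r65, fell from 84.9 ± 7.04 to 4.61 ± 7.98 (SD, n = 3 each; limma adjusted p = 0.000972). An intergenic region on chromosome 4 (21267056 to 21267876), at 418277 bp from the start of Prdm13, fell from 74.9 ± 9.06 to 3.56 ± 6.16 (limma adjusted p = 0.00771). A region in an intron of Tbc1d9 on chromosome 8 (83233017 to 83233672), for which the nearest start was that of Ucp1 at 57013 bp, fell from 78.9 ± 1.33 to 13.9 ± 0.785 (limma adjusted p = 0.00445). With GC-corrected ranks the Dop1b region alone among these 9 stayed past the threshold (limma adjusted p = 0.0266; range over its alternatives 6.5e-16 to 0.161).

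**Figure D4:**
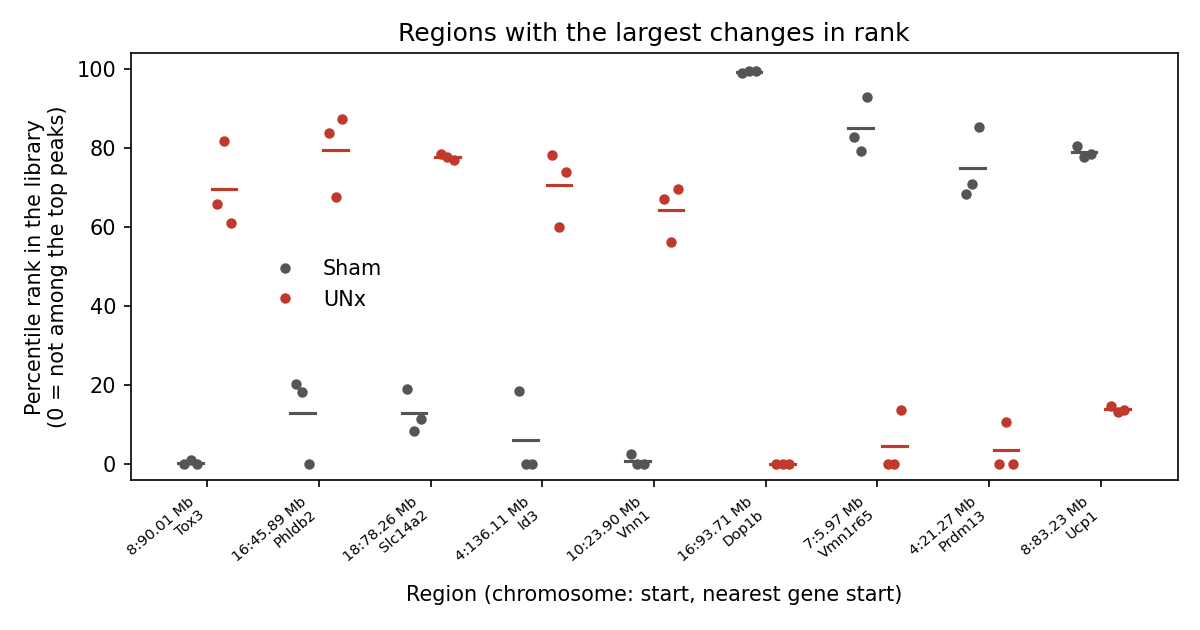
Percentile rank within each library (100 strongest, 0 not among the 77355 strongest peaks) of the 5 regions with the largest rise and the 4 with the largest fall; points are libraries and lines are group means (n = 3). The groups do not overlap in any of the 9 regions, and the Dop1b region falls from above 99.0 to 0.

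At the promoters of the 9 gene lists, camera called 0 lists after adjustment and 0 lists had an unadjusted p under 0.05. Under fry, 2 lists were past the threshold: non-epithelial cells (median difference −8.23 percentile points over 8 genes, 1 of them higher; fry adjusted p = 0.0256) and tubule injury (2.17 over 15 genes, 10 higher; fry adjusted p = 0.0256). The median difference was 0.462 for the PPARA targets (19 of 29 genes higher), 0.145 for the S1 list (12 of 24), −0.243 for the SREBP targets (9 of 24), −0.394 for the cell cycle list (13 of 29), −1.20 for immediate early genes (8 of 21), −2.48 for other nephron segments (5 of 10) and −2.69 for the S2 and S3 list (4 of 10). Neither of the 2 lists stayed past the threshold under fry with the replicate number as a block (adjusted p 0.237 for both), with normal scores (0.123 for both), with all deposited peaks, the 20000 strongest peaks or ranking by fold enrichment, or without Sham 1 (0.124 for both), UNx 2 or UNx 3. The median of each of the other 8 lists, tubule injury included, changed sign under at least 1 alternative. For non-epithelial cells this happened only with the 20000 strongest peaks, where 1 gene was tested (6.06).

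With 1 promoter region chosen per gene, none of the listed genes was called among all tested regions. Vnn1, of the PPARA list, has the called intron region given above, but the region chosen for it was another, which went from 74.5 ± 7.69 to 86.0 ± 7.18 (limma adjusted p over all regions 0.186). Adjusted over the list alone, the limma calls included Mcm2 of the cell cycle list, Slc16a9, Aadat and Slc7a12 of the S2 and S3 list, and Spp1 of the injury list. The Spp1 promoter (chromosome 5, 104434871 to 104435380) rose from 38.1 ± 15.9 to 68.1 ± 4.04 (SD, n = 3 each; limma p adjusted over the list alone 0.0344, over all regions 0.0863). The Mcm2 promoter (chromosome 6, 88898438 to 88898972) went from 87.9 ± 4.87 to 72.8 ± 4.09 (limma p adjusted over the list alone 0.0317, over all regions 0.0666). In the S2 and S3 list Slc16a9 went from 87.3 ± 2.47 to 93.8 ± 1.82, Aadat from 92.4 ± 2.25 to 97.3 ± 0.496 and Slc7a12, named because it was called, from 30.2 ± 19.2 to 1.65 ± 1.47.

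The other genes of smallest p in their lists were not past either threshold. Pdk4 rose from 94.2 ± 1.80 to 98.6 ± 0.694 and Acot2 fell from 90.6 ± 1.18 to 83.0 ± 3.15. Plk1 went from 71.9 ± 7.85 to 85.7 ± 3.41, Atf3 from 67.5 ± 3.01 to 81.3 ± 4.51 and Nr4a1 from 53.4 ± 7.90 to 72.3 ± 14.6. Gclm went from 96.1 ± 1.19 to 91.1 ± 0.887, Cubn from 90.8 ± 3.64 to 84.2 ± 4.46, Slc12a1 from 56.9 ± 4.004 to 30.4 ± 9.55 and Scnn1g from 93.0 ± 2.47 to 86.8 ± 1.89. Of the non-epithelial genes, Tagln went from 73.7 ± 5.20 to 62.2 ± 13.5, and Flt1 from 12.4 ± 7.86 to absence from the 77355 strongest peaks of the 3 UNx lists.

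Among the genes fixed in advance, the S1 transporters Slc5a2 (89.2 ± 4.79 and 90.7 ± 3.55) and Slc34a1 (91.2 ± 0.712 and 93.8 ± 2.24) and the receptor gene Lrp2 (96.2 ± 0.627 and 92.8 ± 1.53) ranked near the top in both operations. Hnf4a stood at 86.7 ± 1.93 and 87.7 ± 1.44. The Ppara promoter (chromosome 15, 85734476 to 85736076) ranked at 85.3 ± 0.978 in Sham and 75.5 ± 3.66 in UNx libraries (limma unadjusted p = 0.0143, adjusted p over all regions 0.160). Cyp4a10 (56.9 ± 6.19 and 61.4 ± 7.66), Cyp4a14 (17.7 ± 19.8 and 23.7 ± 35.0), Ccnd1 (75.7 ± 7.37 and 72.0 ± 2.51) and Umod (65.4 ± 0.623 and 69.4 ± 4.65) were not past the threshold. Slc12a3 and Aqp2, genes of the distal tubule and collecting duct, had a peak within 1 kb of their starts in 0 of the 6 lists, and Havcr1 in 2.

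Of the 16 consensus strings, camera called 4. Regions with the CTCF string had a median difference of −8.05 percentile points (795 of 3765 regions higher; camera adjusted p in limma 1.7e-11), the nuclear respiratory factor 1 string −1.82 (311 of 1022; 3.6e-04), the glucocorticoid receptor string −4.07 (135 of 386; 0.00185) and the HNF4 direct repeat 3.02 (1114 of 1803; 0.0206). None of the 4 was past the threshold under fry (adjusted p of CTCF 0.223, unadjusted 0.0279) or with a correlation estimated from the data. The direct repeat shared by PPAR and HNF4 had a median difference of 4.24 (51 of 78 regions; camera adjusted p 0.163). Without UNx 3 the HNF4 string was no longer called (median 1.95), and without UNx 2 the nuclear respiratory factor 1 string was not (median −0.936), while the direct repeat shared by PPAR and HNF4 (median 5.07; camera adjusted p 0.0356) and the ETS string (1.94; 0.00187) were. The CTCF string occurred in 0 of the 332 called rises, in 25 of the 272 called falls (9.19%) and in 5.04% of all tested regions. The HNF4 direct repeat, whose regions ranked higher as a set, occurred in 7 called rises (2.11%), 5 called falls (1.84%) and 2.41% of all tested regions.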

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

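The GC-corrected ranks were chosen after the data were seen; the other alternatives were planned. The differences in number of peaks and covered length and the higher overlap within groups kept their direction under every alternative run. The overlap difference ranged from 0.0213 to 0.0460. The exact tests on 3 libraries against 3 cannot reach 0.05, so they say nothing about stability.

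The difference in promoter share was −0.785 with all deposited peaks, −0.364 with ranking by fold enrichment, and from −0.334 to 0.606 across the 6 fits that each left out one library; the cause was not tested. Group-exclusive regions numbered 883 with the 20000 strongest peaks, where fewer regions exist, and from 3071 to 3772 across the 6 fits that each left out one library, where fewer lists must agree.

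The 604 changed regions became 1555 with normal scores, 1457 with array weights, 331 with windows centred on summits, 22 with all deposited peaks, 3 with ranking by fold enrichment, 2 with the 20000 strongest peaks, 2 with no filter on the number of lists and 1 with GC-corrected ranks, and from 4 to 76 across the 6 fits that each left out one library. The prior degrees of freedom of limma's variance model fell from 14.2 to 4.18 with GC-corrected ranks, 6.42 with ranking by fold enrichment and 5.33 with no filter, and rose to 24.7 with normal scores. Regions at an unadjusted p under 0.05 moved less, with 13252 after GC correction and 14401 with normal scores against 13894. These degrees of freedom do not account for the calls in general, as 1.86 without trend or robust variance went with 559 calls (177 of them among the 604) and 15.8 with the 20000 strongest peaks went with 2. The cause was not tested for any setting. The 9 regions reported by position, whose groups do not overlap, kept their direction wherever they could be followed; 4 of them could be followed with the 20000 strongest peaks.

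The libraries share replicate numbers across operations. Deviations of same-numbered libraries from their group means correlated at 0.00825, −0.0997 and −0.0493, so they showed no shared deviation in rank. This does not show whether same-numbered libraries were operated on or processed together. With the replicate number as a block, 56 regions were called, 35 higher and 21 lower, all among the 604, and the same 4 consensus strings and 0 gene lists by camera. Under fry the 2 lists past the threshold were lost (adjusted p 0.237 for both). With the block and GC-corrected ranks together, 0 regions were called and 12319 had an unadjusted p under 0.05.

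No gene list was called by camera under any alternative run. Under fry the SREBP targets, not past the threshold with the planned ranks, passed it with the 20000 strongest peaks (median −1.55, 6 of 21 genes higher; fry adjusted p 0.0421). The number of consensus strings called was 0 with a correlation estimated from the data and 2 with the 20000 strongest peaks; the cause was not tested.

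Medians of lists that changed sign, none of them called by camera, were as follows. With ranking by fold enrichment they were −6.80 for PPARA targets, −4.14 for S1, 1.37 for S2 and S3, −0.401 for injury and 0.253 for other segments. With the 20000 strongest peaks they were 6.06 for non-epithelial cells, 19.2 for S2 and S3 and −11.9 for injury, from 1, 3 and 7 tested genes. With all deposited peaks they were 0.896 for S2 and S3 and 0.179 for other segments, and with a 2.5 kb window 0.822 for other segments. With GC-corrected ranks they were −0.636 for PPARA targets and −1.06 for S1, and with normal scores −0.0016 for S1. The median of the other promoters was also negative with GC-corrected ranks (−1.30 and −1.29), and both lists stayed above it. With ranking by fold enrichment it was −1.24, with PPARA targets and S1 below it and injury, S2 and S3 and other segments above. A change of sign is thus not always a change against the other promoters. Leaving out one library gave ranges of −0.709 to 0.0881 for cell cycle, −2.26 to 0.221 for immediate early, −0.915 to 1.08 for S1, −0.656 to 0.0096 for SREBP targets and −0.698 to 3.93 for injury. The cause was not tested.

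Named promoters that changed sign were not past the threshold with the planned ranks or where they changed sign, and the cause was not tested. With ranking by fold enrichment the differences were −9.33 for Cyp4a10, −4.12 for Cyp4a14, −2.05 for Pdk4, −0.137 for Slc5a2 and −0.594 for Hnf4a. Hnf4a gave −0.690 with GC-corrected ranks, with or without the block. Leaving out one library gave −7.02 to 0.257 for Ccnd1, −14.2 to 16.8 for Cyp4a14 and −1.11 to 3.56 for Slc5a2. Mcm2 passed the threshold over all regions with array weights, and Pdk4 with normal scores. The unknown depth of the libraries limits each comparison of weak peaks, since absence from a list can follow from depth.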

Other observations

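The tests on chance splits, depth, GC content, cells of other types, random spacing and the flanks of the Dop1b region were chosen after the results they bear on were seen; the matched controls, the copies of the Dop1b sequence, the closeness of regions in other splits and the distal regions were fixed before their results were seen. The test of depth for the Dop1b region replaced a weaker one on its neighbours.

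Whether the excess of changed ranks follows the operations was set against the other ways of dividing the libraries. For regions called by limma, 1 of the 10 splits of the 6 libraries gave as many, the study's own, and the same held for group-exclusive regions (1 of 10). A share of 0.1 is the lowest this design can give, so chance cannot be excluded. For consensus strings, 5 of the 10 splits called at least 4, so that count does not set the operations apart. camera called 0 gene lists in the study's split, a count that all 10 splits reach by construction, so it tests nothing. Depth is unknown, so the median −log10 q was used in its place. The split into the 3 libraries of lowest and the 3 of highest median −log10 q gave 1758 regions at an unadjusted p under 0.05, against 13894. This split mixes the operations and parts Sham 1 (17.4) from Sham 3 (18.1), the pair of highest Jaccard index (0.756). It shows that a division by median −log10 q did not give the excess, and depth itself stays open. A trend of rank on GC content is argued against as the whole cause of that excess. After its removal 13252 regions had an unadjusted p under 0.05, a count that does not show whether they are the same regions. For the regions past the adjusted threshold the GC content test leaves the matter open: 1 stayed past it, although the median ratio of corrected to uncorrected differences in the 604 was 0.980. Whether the 3 libraries of an operation came from different mice is not stated, so a difference between mice, dissections or library preparation days cannot be told apart from the operation.

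Fewer cells of other types in the UNx dissections may contribute to the falls. Promoters of the non-epithelial list had a median difference of −8.23, and peaks lay near the starts of 10, 8 and 9 of its 20 genes in the Sham lists against 7, 8 and 5 in the UNx lists. Among its genes Tagln fell from 73.7 to 62.2 and Flt1 from 12.4 to 0. The list for other nephron segments was divided, with a median difference of −2.48 and 5 of 10 genes higher, and does not decide the matter. The median of the non-epithelial list was below 0 in every alternative with more than 1 tested gene, but its call under fry was lost with the replicate block (adjusted p 0.237). With 8 tested genes, this stays open.

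CTCF regions ranked lower after UNx, and the matched controls argue against their GC content, width, strength and promoter position as the whole cause. Regions without the string matched on these had medians of −2.72 to −1.32 over 1000 draws, and 0 draws were as low as −8.06, the median of the 3755 CTCF regions with a match. The split by median −log10 q gave −1.08. In the count of splits, 1 of 10 had a median as large, but the next was −6.47, with Sham 2, UNx 1 and UNx 3 against the rest, so CTCF regions also differed between libraries of 1 operation. For the HNF4 string, 0 of 1000 matched draws reached 3.03 (highest 0.981), and 1 of 10 splits had a median as large. The split by median −log10 q gave 2.03 against 3.02. As depth is unknown, it stays open for both strings. Chance splits stay open for both. The called rises held the HNF4 string no more often than all tested regions (2.11% against 2.41%), so the called regions give no support to a gain at HNF4 sites. Lower accessibility at CTCF sites after UNx is a hypothesis from these data, and a difference in nuclear integrity or transposition between the preparations was not tested.

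The Dop1b promoter peak was among the strongest 1% of each Sham list and missing from all 3 UNx lists. Library depth is argued against, because 0 other regions in the top 10% of all 3 Sham lists were absent from all UNx lists. Reads shared with another copy of the sequence are argued against by the reference, in which 0 of 20 words of 50 bases from the region occurred more than once. The loss lay in a stretch of 59952 bp between the nearest peaks found in all 6 lists, and its own extent is not known. Of 12 other peak regions within 100 kb, the Sham lists held 10, 6 and 9 and the UNx lists 9, 8 and 9, so flanking peaks were not lost in general. A sequence or copy-number difference between the animals may give such a pattern, and so may a change after UNx. The peak lists hold no reads, and whether the libraries of an operation share an animal or a litter is not stated, so these cannot be told apart.

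Called regions tended to lie close together. Of the 604, 50 had another called region of the same direction within 50 kb, in 24 stretches. In 1000 random draws of tested regions of like strength the median was 18 and the highest 39, and 0 draws gave as many, which argues against the spacing of the tested regions. The 604 regions of smallest p in the other 9 splits gave 9 to 37, so 1 of 10 splits gave as many, and co-variation of neighbouring regions between libraries cannot be excluded. The stretches with most regions, chosen after their values were seen, held 3 rises each, on chromosome 4 (41658491 to 41677675) and on chromosome 7 (112582511 to 112614690).

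Distal elements were examined through tested regions within 50 kb of the starts of listed genes and over 1 kb from any start. camera called 0 of the 9 lists after adjustment. At an unadjusted p under 0.05 there were 3 lists: S1 with a median difference of 3.55 (173 of 288 regions higher), PPARA targets with 1.11 (95 of 175) and non-epithelial cells with −5.17 (29 of 76). None was past the threshold under fry.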
